A study of Drosophila melanogaster with 18 samples. Its data were reported in "Antimicrobial peptides modulate long-term memory" (2018).

How the data were processed

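Poly-A RNA was sequenced from single heads of 18 flies in 3 groups of 6. Starved Drosophila melanogaster were trained in appetitive olfactory conditioning, in which an odor is presented together with a sugar. The sucrose and sorbose groups were trained with that sugar and collected 4 h later. Sorbose is a sugar that flies taste as sweet but cannot use as food. The third group is labelled naive with odor and without sugar, and the study describes it as starved flies exposed to the odor alone. The labels give no collection time for this group, so a difference from it can hold the effects of sugar, of training and of the time of collection together. Groups and replicate numbers were taken from the sample labels.

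Per the labels, the libraries were made with a non-stranded kit. The authors aligned the reads to the dm6 genome with TopHat2, counted them on Ensembl gene models and normalized them with edgeR, according to the passage of their methods that covers this data set. Another passage of the same methods names an older aligner, the dm3 genome and cuffdiff. The gene identifiers and exonic lengths in the deposited table matched the dm6 annotation, and this was taken as the build. The deposited values are RPKM, that is reads per kilobase of gene per M (1000000) mapped reads, for 17559 genes with one column per fly. No table of counts was used here. Of the gene identifiers, 17253 were found in the dm6 annotation of Ensembl and took their symbols and coordinates from it. The other 306 kept their identifier.

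The depth of each library was recovered from the RPKM values. In genes with few reads the RPKM of a fly are whole multiples of a step, which is the value of 1 read and depends on the exonic length of the gene and on the library size. Of 2994 such genes, 2918 (97.5%) gave the same library sizes. With these sizes 98.4% of all values of annotated genes came out as whole reads, and 16859 genes did so in all 18 flies. Those genes held 88.3% of the summed RPKM. The reads summed over genes came to between 82.9% and 96.1% of the recovered sizes, a share that differed between flies. The sizes were therefore taken as effective ones. Whether scaling factors applied by the authors made this difference was not tested. Because the unit is RPKM and not counts, no count test was used as a main test.

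Values were transformed to log2(RPKM + 0.5). Genes with a mean RPKM of at least 0.5 over all 18 flies were tested, which left 11062. A fold change on this scale understates the change of genes with low RPKM. One linear model with the 3 groups was fitted to each gene with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), so that all 18 flies share one estimate of the spread per gene. P-values were adjusted by the method of Benjamini and Hochberg within each of the 3 comparisons, and a gene was called at an adjusted p under 0.05. The procedure was tested on simulated reads for 10568 genes, of which 200 were changed by 1 on the log2 scale. It recovered 94% of the changed genes. Of the genes called, 6.5% had not been changed, and 1 gene was called in a simulated comparison without changes. The simulation gave every gene the same spread between flies (dispersion 0.04) and no fly that stood apart. These rates therefore need not hold for smaller changes or for genes that vary more between flies, such as those for antimicrobial peptides.

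For antimicrobial peptides (AMPs), a list of 14 genes was fixed in advance, and 13 of them were matched by symbol. The identifier that the gene name table gives for Drs was not matched, so Drs was not analysed here. The mean of log2(RPKM + 0.5) over the 13 genes was taken as a single value per fly and compared between groups with a two-sided exact permutation test over all assignments of the 12 flies to groups of 6, for which the smallest possible p is 0.00216. The 3 comparisons were one family for adjustment. Single AMP genes were taken from the limma fit and were also adjusted over the 13 list genes alone.

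The genes named in the text follow a rule set before the data were examined. They are the AMP list, GNBP-like3, Gclm and Tig, and for each comparison the 3 largest rises and the 3 largest falls among called genes whose 6 flies of the first group all lay on the same side of the other group's mean.

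The libraries are non-stranded, so reads of overlapping genes on either strand cannot be assigned to a gene. Among tested genes 2501 pairs had overlapping exons, and 278 of these pairs had nearly the same profile over the 18 flies. Of the 278 pairs, 192 lay on the same strand and 86 on opposite strands, so the non-stranded kit can concern only the latter. The 278 pairs joined 493 genes in 238 sets, whose values are uncertain for the single gene.

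The alternatives chosen in advance were pseudocounts of 0.1 and 1, median-of-ratios scaling, quantile normalization, the replicate number as a block, no filter, a minimum mean RPKM of 5, fits with only the 2 groups compared, sample quality weights, a robust prior, other thresholds, rank tests, and leaving out each fly in turn. For the AMP mean, the median of the list genes and the list without DptB and AttB were also used. A covariate for library size, limma voom on the recovered reads, and a fit with 1 gene per overlapping set were chosen after seeing the data. The replicate numbers run from 1 to 6 in each group of the labels, and since each sample is a separate fly no pairing was assumed. Sex was checked with roX1 and roX2 against Yp1, Yp2 and Yp3. Other steps used Python 3.11.15, numpy, pandas, scipy and matplotlib.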

Results

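To measure gene expression after appetitive conditioning, RPKM values of 18 single fly heads were compared between flies exposed to odor alone (odor), flies trained with odor and sorbose (sorbose) and flies trained with odor and sucrose (sucrose), with 6 flies in each group. The trained flies were collected 4 h after training. The effective library size was 65.7 ± 7.53 M reads (M, 1000000) in the odor group, 57.8 ± 6.85 M in the sorbose group and 54.3 ± 5.76 M in the sucrose group (mean ± SD, n = 6 each). It ranged from 45.8 to 77.2 M over all flies, so that 1 read of a gene of 1 kb was worth between 0.013 and 0.0219 RPKM. The sucrose libraries were smaller than the odor libraries by more than the spread between flies (difference -11.4 M, two-sided exact permutation p = 0.0108, adjusted over 3 comparisons p = 0.0325). The sorbose libraries did not differ from the odor libraries (exact permutation p = 0.0844, adjusted p = 0.127), nor the sucrose from the sorbose libraries (exact permutation p = 0.361, adjusted p = 0.361). Between 10175 and 10317 genes had at least 1 RPKM in a fly.

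All 18 heads had the expression of females. The summed RPKM of the yolk protein genes Yp1, Yp2 and Yp3 was between 1925 and 22465, and that of the male-specific RNAs roX1 and roX2 between 1.51 and 2.64. Within groups, the Pearson correlation of log2(RPKM + 0.5) between flies, taken across genes, was 0.942 to 0.988 for odor, 0.965 to 0.993 for sorbose and 0.953 to 0.992 for sucrose. No 2 flies of a group agreed within sampling noise. The chi-square per degree of freedom of their recovered reads over 10560 genes was at least 29.1, and up to 592.4. The odor flies were more variable, with a median SD per gene of 0.150 on the log2 scale against 0.125 for sorbose and 0.121 for sucrose. The first principal component held 37.6% of the variance and ran from -5.2 to 54.2 in odor flies, while sorbose flies lay between -11.1 and -4.8 and sucrose flies between -27.4 and -0.5. The second component held 16.3% of the variance, and the flies of the 3 groups overlapped on it.

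**Figure D1:**
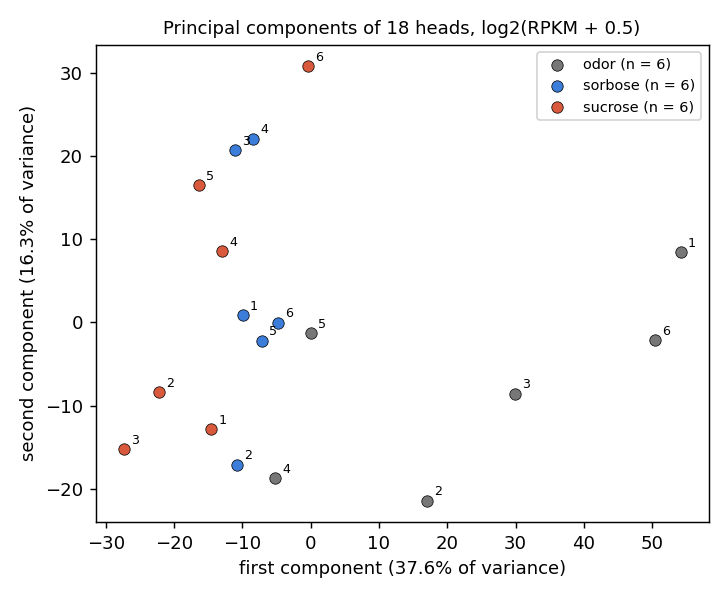
Scores of the 18 heads on the first component (x axis, 37.6% of the variance) and the second component (y axis, 16.3%) of log2(RPKM + 0.5) over 11062 genes; each point is a fly, coloured by group and marked with its replicate number. The odor flies spread from -5.2 to 54.2 on the first component, while all sorbose and sucrose flies lie below 0.

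The first question was which transcripts differ between trained flies and flies exposed to odor alone. Of 11062 genes tested, 3041 (27.5%) differed between sucrose and odor at an adjusted p under 0.05, 1448 of them higher and 1593 lower in the sucrose flies. The count moved most when a log2 difference of at least 1 was also required, which left 310 genes. Most differences were small, with a median absolute log2 difference of 0.38 among the called genes. Between sorbose and odor 2702 genes (24.4%) differed, 1355 higher and 1347 lower, with a median absolute log2 difference of 0.36. The median log2 difference over all tested genes was -0.001 for sucrose and 0.007 for sorbose, a value that the scaling of the libraries holds near 0.

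The comparison of sucrose with sorbose, which separates a sugar with food value from one without, gave 1 gene at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1102 genes, where 553 are given by chance if no gene differs. Among the settings with an adjusted threshold, sample quality weights moved this count most and called 308 genes. The gene called was CG5966 (FBgn0029831; dm6 chromosome X, 5988791 to 5992640, plus strand, protein-coding). Its RPKM was 100.5 ± 52.6 in odor, 52.7 ± 35.9 in sorbose and 1.86 ± 0.939 in sucrose flies (SD, n = 6 each), with 183 to 568 recovered reads per sucrose fly and at least 3635 in every other fly. The log2 difference between sucrose and sorbose was -4.27 ± 0.44 (SE, limma adjusted p = 0.000289), and all 6 sucrose flies lay below the sorbose mean. Against odor it was -5.37 ± 0.44 (limma adjusted p = 3.88e-06). Sorbose and odor flies did not differ in CG5966 at this threshold (log2 difference -1.10 ± 0.44, limma adjusted p = 0.0781). When sorbose replicate 3 was left out, CG5966 was called in this comparison too.

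Genes changed in both trained groups were separated from those called only after sucrose. The study applied a stricter filter that also used another sucrose experiment, which was not analysed here. Of the genes called against odor, 1979 were shared by sucrose and sorbose, and all 1979 changed in the same direction. A further 1062 genes were called only in sucrose and 723 only in sorbose. Of the 1062 sucrose-only genes, 1007 (94.8%) had the same direction in sorbose, with a median absolute log2 difference of 0.30 in sucrose and 0.16 in sorbose. When the difference between the sugars was itself tested, 1 of the 1062 genes passed, which was CG5966, and 302 (28.4%) had an unadjusted p under 0.05. The log2 differences of the 2 trained groups against odor correlated across genes with a Pearson r of 0.829. Genes are not independent replicates, and both differences use the same odor flies.

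**Figure D2:**
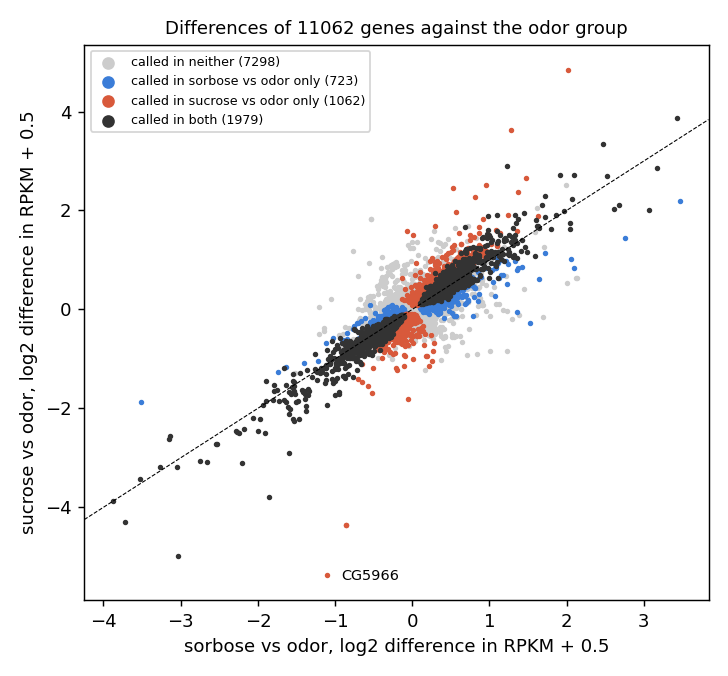
Log2 difference in RPKM + 0.5 of each of 11062 genes for sorbose against odor (x axis) and sucrose against odor (y axis); colours show genes called in both (1979), in sucrose only (1062), in sorbose only (723) or in neither, and the dashed line marks equal differences. Of the genes called only in sucrose, 1007 have the same direction in sorbose. Their differences are smaller there, with a median absolute log2 difference of 0.30 in sucrose and 0.16 in sorbose over all 1062. CG5966 lies farthest below the dashed line.

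Among genes called between sucrose and odor, the largest rises were those of fit, CG15282 and CG8665. The RPKM of fit (FBgn0038914; dm6 chromosome 3R, 21883924 to 21884454, minus strand) was 6.38 ± 7.52 in odor, 18.5 ± 13.02 in sorbose and 130.7 ± 81.3 in sucrose flies (SD, n = 6 each), a log2 difference from odor of 4.84 ± 0.76 in sucrose (limma adjusted p = 0.000488). CG15282 (chromosome 2L, 14712471 to 14713298) rose by 3.88 ± 0.54 in sucrose and by 3.43 ± 0.54 in sorbose (SE, limma adjusted p = 0.000259 and 0.00175). CG8665 (chromosome 2L, 21371227 to 21377995) rose by 3.62 ± 0.59 (limma adjusted p = 0.000615), although odor replicate 5 had 18.2 RPKM, above the lowest sucrose fly at 9.59. After CG5966, the largest falls were those of CG15337 (chromosome X, 8160054 to 8161552), with a log2 difference of -4.98 ± 0.58 (limma adjusted p = 9.16e-05), and CG45087 (chromosome 2R, 18536767 to 18539416), with -4.36 ± 0.65 (limma adjusted p = 0.000382). CG45087 overlaps Pepck1 and has the same profile over the flies, so its reads cannot be told apart from those of Pepck1. Sorbose flies were also lower than odor flies in CG15337 (-3.04 ± 0.58, limma adjusted p = 0.00298). For fit, CG8665 and CG45087 the sorbose flies were not called against odor (limma adjusted p = 0.0624, 0.122 and 0.359).

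In sorbose flies the largest rises besides CG15282 were those of TotC (chromosome 3R, 20872988 to 20873580; log2 difference 3.47 ± 0.98, limma adjusted p = 0.0178) and CG16756 (chromosome X, 5427517 to 5428217; 3.17 ± 0.76, limma adjusted p = 0.00809). TotC varied widely between sorbose flies, from 1.00 to 144 RPKM, and was not called with voom on recovered reads (limma adjusted p = 0.0998). The largest falls were atk (chromosome 3L, 20454690 to 20464862; -3.88 ± 0.59, limma adjusted p = 0.00145), Bcat (chromosome X, 13396899 to 13401224; -3.72 ± 0.65, limma adjusted p = 0.00222) and CG14949 (chromosome 3L, 2642184 to 2643424; -3.53 ± 1.13, limma adjusted p = 0.0312). Odor flies had between 0.541 and 256 RPKM of CG14949, and its call was lost in several fits that left out a fly. These changes were mostly not particular to sorbose. Sucrose flies were also called against odor for CG16756 (2.86), atk (-3.88), Bcat (-4.31) and CG14949 (-3.42). For TotC the sucrose difference was 2.19 and was not called (limma adjusted p = 0.106).

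The study singled out Gclm and Tig among genes tied to memory before. Gclm (FBgn0046114; dm6 chromosome 3R, 22685006 to 22686510, minus strand) had 31.5 ± 1.23 RPKM in odor, 36.8 ± 3.59 in sorbose and 46.4 ± 8.84 in sucrose flies (SD, n = 6 each). It was higher in sucrose than in odor (log2 difference 0.53 ± 0.10, limma adjusted p = 0.00102), while sorbose did not pass against odor (0.22 ± 0.10, limma adjusted p = 0.101, but 0.0315 with only these 2 groups in the fit), nor sucrose against sorbose (0.31 ± 0.10, limma adjusted p = 0.211). For Tig (FBgn0011722; dm6 chromosome 2L, 6415179 to 6423310, minus strand) the RPKM was 4.22 ± 1.36 in odor, 9.59 ± 2.30 in sorbose and 12.2 ± 4.51 in sucrose flies. Tig was higher than odor in both trained groups (1.39 ± 0.23, limma adjusted p = 0.000593 in sucrose; 1.11 ± 0.23, limma adjusted p = 0.00375 in sorbose) and did not differ between them (0.28 ± 0.23, limma adjusted p = 0.744). GNBP-like3 (FBgn0034511; dm6 chromosome 2R, 20526311 to 20526825, plus strand) was not called in sucrose against odor (1.13 ± 0.54, limma adjusted p = 0.131, but 0.0147 without odor replicate 5), in sorbose against odor (0.63 ± 0.54, limma adjusted p = 0.43) or between the sugars (0.50 ± 0.54, limma adjusted p = 0.833).

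**Figure D3:**
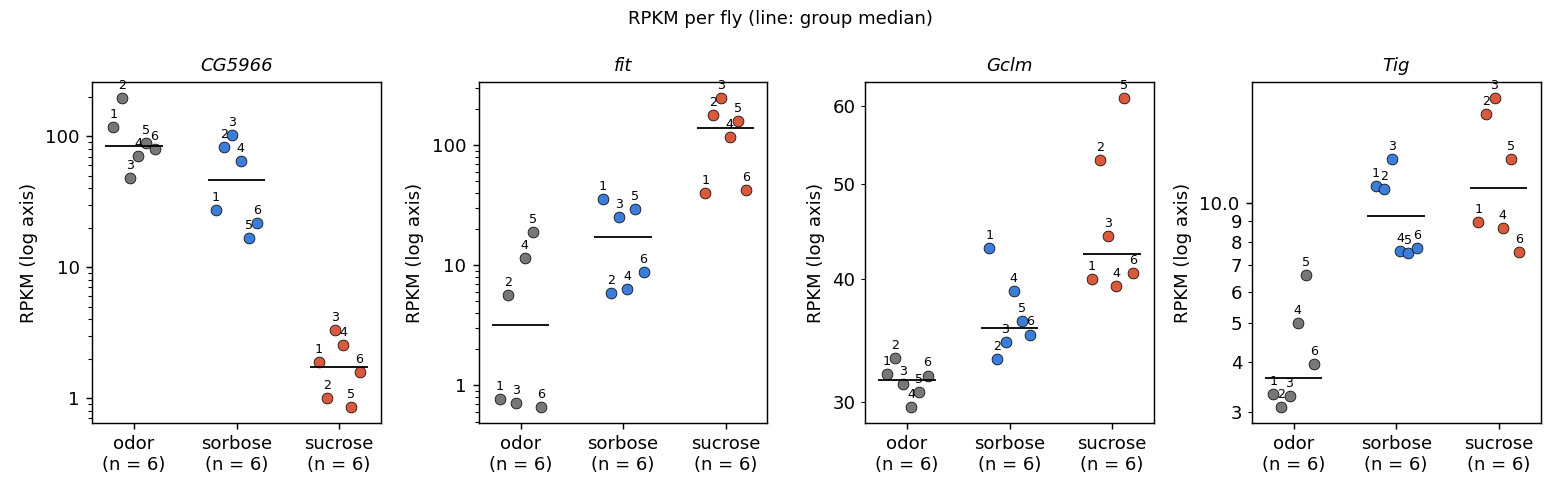
RPKM of CG5966, fit, Gclm and Tig in each fly (y axes on log scales), with the replicate number beside each point and a line at the group median (n = 6 per group). The 6 sucrose flies lie between 0.849 and 3.31 RPKM for CG5966, below all odor and sorbose flies, whereas the sorbose and sucrose flies overlap for Tig.

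The study described some AMPs, peptides that are made in response to microbes, as induced by training, and named DptB and AttB among them. The mean over all listed AMP genes is a broader measure than that. The mean log2(RPKM + 0.5) of 13 AMP genes was 2.15 ± 1.25 in odor, 2.20 ± 1.70 in sorbose and 2.73 ± 3.03 in sucrose flies (SD, n = 6 each). No difference between the groups was detected. The log2 difference was 0.58 between sucrose and odor (exact permutation p = 0.820) and 0.04 between sorbose and odor (exact permutation p = 0.970). Between sucrose and sorbose it was 0.54 (exact permutation p = 0.751, adjusted p = 0.970 for all 3). With this spread between flies, the test could miss a sizeable difference. Sucrose replicate 6 had a value of 8.89, while the other 5 sucrose flies lay between 1.25 and 1.95 with a mean of 1.5 ± 0.3. Without this fly the difference between sucrose and odor was -0.65.

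DptB, the gene followed in the study (FBgn0034407; dm6 chromosome 2R, 18867391 to 18867895, plus strand, protein-coding), had 27.0 ± 54.7 RPKM in odor, 17.97 ± 23.96 in sorbose and 353.9 ± 851.5 in sucrose flies (SD, n = 6 each). The median was 4.26 RPKM in odor, 6.00 in sorbose and 6.32 in sucrose. Sucrose replicate 6 had 2092 RPKM, and the other sucrose flies had 4.07 to 9.65. Odor replicate 4 had 138.7 RPKM and sorbose replicate 3 had 65.8. DptB was covered by at least 97 reads in every fly. The log2 difference was 0.98 ± 1.32 between sucrose and odor (SE, limma adjusted p = 0.623), 0.39 ± 1.32 between sorbose and odor (limma adjusted p = 0.862) and 0.59 ± 1.32 between sucrose and sorbose (limma adjusted p = 0.935). Adjusted over the 13 list genes alone, the values were 0.863, 0.977 and 0.980. Of the 13 AMP genes, 0 were called in any of the 3 comparisons, over all genes or over the list, and 0 had an unadjusted p under 0.05. AttB, which the study names beside DptB, had a log2 difference of 0.54 ± 1.16 between sucrose and odor (limma adjusted p = 0.772), and AttA and AttB are paralogs between which reads can be split.

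**Figure D4:**
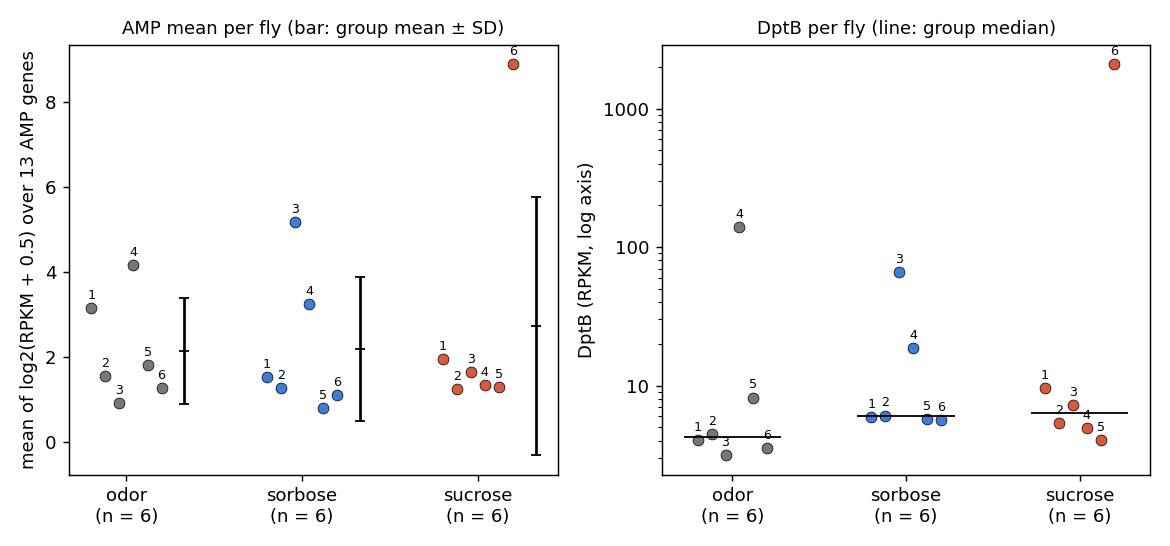
Left, mean log2(RPKM + 0.5) over 13 AMP genes in each fly, with the group mean ± SD as a bar (n = 6 per group); right, RPKM of DptB in each fly on a log axis, with a line at the group median. Sucrose replicate 6 lies at 8.89 and 2092 RPKM, apart from the other 5 sucrose flies, which lie within the range of the odor flies.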

Values the study reported

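The study counted around 1800 genes as changed after sucrose training against odor alone, and about 750 when sorbose training was the reference. It gave p under 0.05 for the first number and did not say there whether that p was adjusted. For 4 hours after training, it listed 5 single heads in one sucrose group, 6 in another and 6 in the sorbose group. The 6 sucrose flies analysed here could not be matched with certainty to either of these sucrose groups. The study described AttB and DptB as raised in heads of starved flies trained with odor and sucrose. Its evidence for DptB was wider than these flies. It also reported RT-qPCR after appetitive training, a second sucrose experiment, courtship training of males and published data sets. None of these were analysed here, so the results above do not test them.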

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

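The tests on the AMP transcripts below were chosen after the values had been seen. For 29 measures (27 named genes, the AMP mean and the library size) in 3 groups, the highest and the lowest fly were compared with the rest of the group. In 25 of 87 cases a fly stood apart by Dixon's criterion, where chance gives about 4.3. These cases are not independent, since AMP genes rise together in a fly.

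In the sucrose group, replicate 6 was the highest fly in each case where a fly stood apart. On the log2(RPKM + 0.5) scale its values were 11.03 for DptB, 10.34 for DptA, 11.35 for AttA, 10.33 for AttB, 11.02 for AttC, 2.58 for AttD, 9.01 for CecA1, 8.80 for CecA2, 6.68 for CecB, 8.60 for CecC, 9.50 for Dro and 11.24 for Mtk. It also stood apart for the AMP mean (8.89), for GNBP-like3 (7.40) and, at a low level, for CG14949 (1.62). All 13 AMP genes were more than 4-fold above the median fly in this head, and 11 were higher than in any other fly. The exceptions were AttD and Def, which were highest in a sorbose fly.

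Several explanations were tested. A response shared by the sucrose-trained flies would leave the group above odor without this fly, but the AMP mean difference was then -0.65 (exact permutation p = 0.351). Leaving out the highest sucrose fly while raised odor flies stay favours a negative value, so the medians of all 6 flies per group were also compared. The difference between the sucrose and odor medians was -0.20 for the AMP mean (exact permutation p = 0.805) and 0.51 for DptB (exact permutation p = 0.368). A small rise of DptB in most sucrose flies is not excluded by this. A departure of the whole library would set this fly apart in other genes, and outside the AMP genes it ranked 8 of 18 by its median departure from its group. Within the sucrose group its departure (0.122 on the log2 scale) was below that of replicate 3 (0.139) and above the rest (at most 0.099). On the first component, which includes the AMP genes, it lay at -0.45, and the other sucrose flies between -27.41 and -12.98. Some departure in other genes is therefore not excluded. Reads shared between near-identical copies would raise AttA, AttB, CecA1 and CecA2 alone, whereas 7 of the other 9 AMP genes were also highest in this fly. Its library of 55.7 M reads (M, 1000000) was within the range of the group, and scaling changed the AMP mean difference little (0.58 with median-of-ratios scaling and 0.53 with quantile normalization). A mislabelled sample was tested by correlation across genes outside the AMP list. The fly correlated with the other 5 sucrose flies at 0.9778 and with the odor mean at 0.9717, a difference of 0.0061, but with the sorbose mean at 0.9803. These correlations alone did not settle its label. Of the 3 genes called between sucrose and sorbose without this fly, it lay nearer to the other sucrose flies for 2, CG5966 and asRNA:CR45046, and slightly nearer to the sorbose mean for CG31465 (0.20, against 0.99 in the other sucrose flies and -0.52 in sorbose flies). Its CG5966 value of 1.58 RPKM was within the range of the other sucrose flies, while every sorbose and odor fly had at least 16.6 RPKM. For all 3 genes its RPKM was within the range of the other sucrose flies. In a further test, 2 genes outside the AMP list, CG5966 and CG15337, parted the other 5 sucrose flies from all sorbose and odor flies by a log2 gap of at least 1, and this fly lay on the sucrose side for 100% of them, against 0% for each sorbose fly and 50% to 100% for the other sucrose flies when each was left out in the same way. These 2 genes place it with the sucrose flies. A wrong label would by itself leave the AMP level unexplained, since the next highest AMP mean of the 18 flies was 5.19. RNA from another tissue was not tested. Whether microbes were present in this fly was not tested either, since the values count only reads aligned to fly genes. An immune response in a single fly is a candidate explanation for the AMP transcripts, and it cannot be told apart from RNA of another tissue.

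Smaller rises of the same kind stood apart in other groups. Odor replicate 4 was highest for DptB (7.12), DptA (7.51) and CecA2 (1.36), and odor replicate 1 for AttD (1.76). Odor replicate 6 was highest for Def (5.2). Sorbose replicate 3 was highest for AttA (8.71), AttB (7.54), CecA1 (4.37) and CecC (2.85). Flies with raised AMP transcripts thus occurred in each of the 3 groups. Outside the AMP genes, odor replicate 5 was the highest odor fly for CG8665 (4.22). No explanation of these flies was tested.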

How the results depend on the processing

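The numbers of genes called against odor stayed within 1.5 times under both other pseudocounts, both scalings, both other filters, fits with only the 2 groups, quality weights, the robust prior, voom on recovered reads and 1 gene per overlapping set. Over these settings they ran from 2444 to 3706 for sucrose and from 2001 to 3563 for sorbose. Voom on the recovered reads of 10560 genes called 2936 genes in sucrose against odor, of which 2875 were also among the 3041. The AMP mean and DptB were past the threshold in none of the fits run.

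Other thresholds and tests changed the counts more. With a log2 difference of at least 1, 310 genes were left for sucrose against odor, 211 for sorbose against odor, 162 shared and 148 sucrose-only. An unadjusted p under 0.05 gave 4130 genes for sorbose against odor, 1102 for sucrose against sorbose and 3095 shared. Rank-sum permutation per gene gave 2027, 1240 and 0 genes in the 3 comparisons and 853 shared. The 0 reflects the coarse p of 6 against 6 flies, since 479 fully separated genes would be needed. There were 131 (1.18%, against 0.22% by chance), and 1161 genes had an unadjusted rank p under 0.05. With log2 library size as a covariate, chosen after seeing the data, 1494 genes were called for sucrose against odor, 1053 shared and 441 sucrose-only. Sorbose against odor then gave 1823 genes, more than sucrose, whereas the main fit gave more for sucrose. Library size differs between the sucrose and odor groups, so the covariate removes part of any difference between them too, and the cause was not tested.

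For sucrose against sorbose, fits with only the 2 groups gave 8 genes, quantile normalization 13 (3 of them higher, against 0 of 1), sample quality weights 308 and voom 2. The weights were lowest for sorbose replicate 2 (0.499), followed by odor replicate 1 (0.517). Leaving out sorbose replicate 2 alone gave 49 genes, so this fly by itself does not account for the 308. The cause of these changes was not tested. CG5966 was called in every limma fit for this comparison, with a log2 difference from -4.66 to -3.95 and an adjusted p from 0.00013 to 0.00746.

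With the replicate number as a block, limma called 2716, 2323 and 1 genes in the 3 comparisons, 1743 shared and 973 sucrose-only, and sign-flip tests of the AMP mean over same-numbered pairs gave an exact p of 0.906, 1 and 0.812. Flies of the same number are different animals, and their deviations from the group means correlated at -0.034, -0.084 and 0.056.

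Across the 18 fits that each left out one fly (12 for the AMP mean, which uses only the flies of the 2 groups compared), sorbose against odor gave 1767 to 3181 genes, sucrose against sorbose 1 to 49, and shared calls 1267 to 2450. Sucrose against odor gave from 2219 genes (without odor replicate 6) to 3489 (without odor replicate 4). The AMP mean difference ran from -0.65 to 0.98 for sucrose against odor, -0.56 to 0.44 for sorbose against odor and -0.70 to 1.14 for sucrose against sorbose. DptB ran from -0.40 to 1.79, -0.12 to 1.20 and -0.80 to 1.10 in that order. None of these passed its threshold. For sucrose against odor the log2 difference ran from -1.14 to 1.63 for DptA, -1.60 to 0.26 for AttA, -0.60 to 1.05 for AttB, -1.29 to 1.09 for AttC, -0.56 to 0.19 for AttD, -0.19 to 1.65 for CecA1, -0.35 to 1.61 for CecA2, -0.12 to 1.30 for CecB, -0.37 to 1.28 for CecC and -0.16 to 2.13 for Mtk. For sorbose against odor it ran from -1.07 to 0.78 for DptA, -0.69 to 0.52 for AttB, -1.10 to 0.42 for AttC, -0.60 to 0.21 for AttD, -0.32 to 0.69 for CecA1, -0.21 to 0.63 for CecA2, -0.13 to 0.38 for CecC and -0.39 to 1.63 for Mtk. For sucrose against sorbose it ran from -0.77 to 1.55 for DptA, -0.78 to 1.23 for AttA, -0.61 to 1.23 for AttB, -0.95 to 1.43 for AttC, -0.48 to 0.51 for AttD, -0.58 to 1.59 for CecA1, -0.71 to 1.39 for CecA2, -0.40 to 1.01 for CecB, -0.57 to 1.08 for CecC, -0.52 to 0.63 for Def, -1.17 to 0.99 for Dro and -0.77 to 1.49 for Mtk.

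Small differences of AMP genes also changed sign under other settings, and the cause was not tested. For sorbose against odor these were DptA (0.04) and AttC (0.33) with quality weights, AttB with the library size covariate (-0.05), a pseudocount of 0.1 (0.00) and quantile normalization (-0.02), AttD with a pseudocount of 1 (0.01) and Mtk with the covariate (-0.12). For sucrose against sorbose these were AttD with a pseudocount of 0.1 (0.12) and voom (0.28), Def with a pseudocount of 0.1 (0.02), quality weights (0.03) and voom (0.05), and Dro with the covariate (-0.21). Besides these, 12 values for single genes became weaker, all for sorbose against odor: TotC with the covariate and voom, and CG14949 in 10 fits (adjusted p up to 0.231). Another 4 became stronger: GNBP-like3 for sucrose against odor with quality weights (adjusted p = 0.0484) and without odor replicate 5 (0.0147), and Gclm for sorbose against odor with only the 2 groups (0.0315) and without sucrose replicate 5 (0.0395). Over all alternatives the adjusted p of GNBP-like3 ran to 0.296 for sucrose against odor. A further 42 counts, by direction or of sucrose-only genes passing between the sugars, moved. The list of AMP genes with a mean RPKM of at least 0.5 held all 13 genes, and no fly was male by expression, so neither alternative was run. That minimum keeps genes that are low in most flies. Group medians were 0.341 to 0.393 RPKM for CecA2 and 0.368 to 0.441 for CecB, so the AMP mean includes genes near the floor.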

Other observations

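The tests of the cuticle genes below were chosen after the result was seen. Relabelling flies showed how many calls other groupings give. Among the 32 splits of the sucrose and odor flies that part all 6 same-numbered pairs, 1 gave as many genes as the labels, the labelled split itself, and the next gave 1341. For sorbose against odor it was again 1 of 32, the next giving 1362. The splits that keep some same-numbered flies together were not drawn. For sucrose against sorbose, 2 of 32 splits gave as many genes, since the count is 1.

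Technical explanations of the difference between sucrose and odor were tested. Flies of different sex were not the cause, since 0 of 18 had roX above Yp RPKM. With library size as a covariate 1494 genes were still called, fewer than the 3041 without it, so library size may account for part of the calls. The log2 difference followed exonic length weakly, with a Spearman rho across genes of -0.157. With 1 gene per overlapping set 2963 genes were called. GC content was not tested. A difference between the groups, in sugar, training or time of collection, was not separated from the part that goes with library size. The number of genes here was 3041. That is higher than the value quoted from the study above. Against sorbose the number was 1 at an adjusted p under 0.05, lower than the value quoted from the study above, and 1102 at an unadjusted p under 0.05, higher than it. The study's numbers came from another test, on counts, and perhaps from other sucrose flies. They are therefore not directly comparable with those given here.

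The overlap of both trained groups could come from the odor flies that both comparisons use. When 3 odor flies were used for one comparison and the other 3 for the other, the log2 differences correlated across genes with a mean r of 0.643 over 20 divisions (0.363 to 0.743), against 0.829 with all odor flies in both. When the 3 flies of each number were relabelled at random, 1 of 100 relabellings gave as many shared genes, the labelled one itself, and the others gave 0. Such relabelling also breaks up the odor group, so it cannot tell whether the overlap comes from the shared odor flies. When only the trained flies were regrouped, the shared count ran from 1882 to 2062, a range that holds the 1979 of the labels.

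The sucrose-only genes were examined further. Of these, 45.1% changed in the same direction in sorbose with an unadjusted p under 0.05, so most were not near misses by that measure. Among the 32 splits of the 12 trained flies that part same-numbered pairs, 7 gave as many genes called in one group only as sucrose did. The labelled split is among the 7. The number of sucrose-only genes was thus not beyond what other splits of the trained flies gave. Splits that exchange few pairs stay close to the sugar groups, so this cannot settle whether the number arose by chance. The direct test of the sugars passed 1 of the sucrose-only genes. The number passing depended on the setting. It was 120 with sample quality weights, 28 without sorbose replicate 2, 9 with quantile normalization and 0 without sorbose replicate 3. In that last fit CG5966 still passed between the sugars. It was then also called for sorbose against odor, and so left the sucrose-only set. The rank-sum test also gave 0, since it called no gene between the sugars. With all flies in the fit, 302 of the 1062 genes had an unadjusted p under 0.05 between the sugars.

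The spread between odor flies is unexplained. The first component within the 6 odor flies held 61.3% of their variance, with scores from -33.6 to 34.9. Nutritional state was tested with its gene weights against the sucrose minus sorbose difference in the other flies. The correlation across genes was -0.130, and a share of 0.621 of splits of those 12 flies gave one as strong. The weights followed exonic length at a Spearman rho of 0.179. The scores followed library size with a Pearson r of 0.24 (exact permutation p = 0.646; 0.30 without the 2 flies farthest from the median size) and a Spearman rho of -0.14 (exact permutation p = 0.803). The smallest odor library (replicate 1, score 34.9) and the largest (replicate 6, score 31.2) lay at the same end of the component. The scores thus did not follow library size. The test of nutritional state rests on a comparison with 1 called gene, so its weak correlation says little. The RPKM of fit, which is raised in sucrose flies, was 11.48 and 19.03 in the 2 odor flies with the lowest scores and at most 0.77 in the 3 with the highest. Nutritional state is therefore not ruled out.

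The mean over 32 cuticle genes of the Cpr family varied between flies, over a 2.7-fold range in odor, 2.4-fold in sorbose and 2.5-fold in sucrose flies. The Cpr mean did not differ between groups (smallest exact permutation p = 0.165 of 3 comparisons, adjusted p = 0.328, for a log2 difference of 0.46 between sucrose and odor). The cause of this spread was not tested.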
